A study of Homo sapiens with 6 samples. Its data were reported in "Single‐Nucleus Multi‐Omics Reveals Hypoxia‐Driven Angiogenic Programs and Their Epigenetic Control in Sinonasal Squamous Cell Carcinoma" (2026).

How the data were processed

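Chromatin accessibility was measured by bulk ATAC-seq, in which a transposase inserts sequencing adapters preferentially into open chromatin, in RPMI 2650 cells. RPMI 2650 is an established human cell line from a nasal squamous cell carcinoma. The sample labels placed 3 libraries in the normoxia group and 3 in the hypoxia group, both after 24 h of exposure, with hypoxia given as 1% O2. Groups and replicate numbers were taken from the sample titles. The labels give no sequencing batch or date. The study describes the replicates behind its tag counts as technical, whereas the labels only number them, so the spread between replicates given here is not known to include variation between separate cultures.

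According to the methods and the file headers, the authors trimmed reads with Trim Galore 0.6.4, aligned them to hg38 with Bowtie2 2.3.4.1 and called peaks with HOMER 4.11.1 in each library separately, without pooling replicates. The peak caller used a peak size of 60 bp and a minimum distance between peaks of 100 bp. It kept peaks with at least a 4-fold tag density over the surrounding 10 kb, a Poisson p-value of at most 1e-04 for that contrast and a false discovery rate of 0.001. No step for the offset of the transposase, mitochondrial reads, alternative contigs or blacklisted regions is stated for these libraries, and duplicates were limited only through the number of tags allowed per position. That limit was set automatically by the caller. It was 1 tag per bp in the 3 normoxia libraries and in hypoxia replicate 2, and 2 tags per bp in hypoxia replicates 1 and 3. The number of tags needed for a peak was 9 in hypoxia replicate 2 and 10 in the other 5 libraries.

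The deposited signal is the normalized tag count of a peak, which the authors scaled to 10000000 total tags of the library. Multiplying it by the library total gave whole tags for 100% of the peaks in each library, and these tags summed to the number of tags in peaks in the header. The deposited count is the findPeaks score, a whole number of tags at the initial peak position that is not normalized. The deposited fold over the local background is a ratio of tag densities, and the deposited p-value is the Poisson p-value of that contrast. The deposited focus ratio is a fraction of tags that lie on the side of the peak centre their strand predicts, and it was not used in any comparison. The clonal fold, also deposited by the authors as a ratio, was likewise not used. The score, the fold and the p-value of a peak are the authors' own values.

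Library totals ranged from 36324904 to 41030383 tags, and a peak held between 6 and 85 tags. A single tag was worth between 0.244 and 0.275 units of the normalized tag count, so the low peaks carry a coarse and noisy measurement. Peaks at a position listed more than once in a library were kept in the number of peaks, and counting each position once was tried as an alternative. Intervals given for odds ratios cover sampling of regions only, and tags without molecular identifiers are not independent molecules.

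Peaks of the 6 libraries were merged into regions where they overlapped by at least 1 bp, over 300 contigs in all. A region was group-specific when it was called in all 3 libraries of a group and in none of the other group. For regions called in all 6 libraries, the highest normalized tag count of each library in the region was taken, log2(value + 1) was computed, each library was centred on its median, and limma 3.58.1 (lmFit and eBayes with an intensity trend, R 4.3.3) compared hypoxia with normoxia. The log2 changes are on this log2(value + 1) scale, which understates the change of low regions. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold. This limma test on the deposited normalized tag counts was the design fixed beforehand. Because the deposited score holds whole tags, edgeR 4.0.16 (quasi-likelihood test) was run on it as an added alternative.

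Single values per library were compared with a two-sided exact permutation test of the difference in means. With 3 libraries against 3 it cannot give a p below 0.1. Sets of regions were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Gene annotation was GENCODE release 44, and a promoter was any position within 1 kb of an annotated start site. Motifs were searched on both strands within 200 bp centred on a region, as TGASTCA for AP-1, RCGTG for the core of the hypoxia response element and GGGYGKGG for KLF. They were compared with 3 rearranged motifs and with motifs of NRF1, CTCF and TEAD, which made 9 in all. Motif odds ratios were Cochran-Mantel-Haenszel estimates over 5 bins of GC content and 10 bins of tag count, comparing the specific regions with the other regions called in all 3 libraries of the same group, since only those could have met the definition. Fragments of hg38 were read with samtools 1.23.1 and pysam 0.24.0, and tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Plots were drawn with matplotlib 3.10.9. Coordinates are hg38 positions as the deposited peak lists give them.

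The test of shared regions was checked on simulated tags for the 46311 regions and the real library sizes, with 200 regions changed. At a log2 change of 1, limma recovered 120 of the 200 regions under Poisson noise and 66 under negative binomial noise. At a log2 change of 2 it recovered 188 and 186. False calls numbered between 2 and 10 across these 4 simulations. The edgeR test recovered 124, 70, 194 and 189 of the 200 regions in the same order. All 46311 regions stayed in the simulated test, whereas a real region that is not called in a library is left out. The simulated noise was Poisson or larger, whereas the variance between the real replicates lay below Poisson. These recoveries therefore need not hold for the real test. For the odds ratio of a motif, a simulated true value of 1 was returned as 0.978 and a true value of 2 as 2.07, whereas without strata the estimates were 1.28 and 2.65.

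The groups, tests, motifs, gene lists, the rule for naming regions and most other settings tried were chosen before the data were examined. The rule named the 5 regions with the largest increase and the 5 with the largest decrease among shared regions past the adjusted threshold with a mean normalized tag count of at least 10 and no overlap between groups, the promoter regions of 8 genes, and the 3 tallest specific regions of each group. The 8 genes were ADM, MIF, VEGFA, ENO1, HK2, NDRG1, LDHA and SLC2A1. A second list held 31 hypoxia-inducible genes, and the 8 genes are among them. These other settings changed the normalization, the pseudocount, the way peaks are joined, thresholds on fold and tag count, the number of peaks per library, the motif window and strata, a correction for GC content, the replicate number as a model term and the libraries included. The edgeR fits, the restriction to primary chromosomes, quantile normalization of the gene and motif sets and a few further settings were added after seeing the data. RNA measurements of the study were not analysed here.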

Results

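Open chromatin of RPMI 2650 cells was profiled by ATAC-seq after 24 h in normoxia (3 libraries) or in hypoxia at 1% O2 (3 libraries), to ask which regions gain or lose accessibility when oxygen is low. The 3 normoxia libraries held 37184166, 38761947 and 38209090 total tags and the 3 hypoxia libraries 41030383, 36324904 and 40571975, a ratio of means of 1.03 that was smaller than the spread between replicates (two-sided exact permutation test, p = 0.5). For all such tests on 3 against 3 libraries, the smallest p that can be reached is 0.1, and groups without overlap arise by chance in 10% of cases.

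More peaks were called under hypoxia. Normoxia libraries had 115308 ± 5370 peaks and hypoxia libraries 142589 ± 11914 (SD, n = 3 each), a difference of 27281 peaks and a ratio of 1.24 (exact p = 0.1). Every hypoxia library lay above every normoxia library, with 131227, 154987 and 141553 peaks against 114308, 110508 and 121107 for replicates 1 to 3. The alternative that moved this comparison most was a minimum normalized tag count of 10, which left 6597 ± 1182 peaks in normoxia and 9126 ± 3367 in hypoxia with overlapping groups (exact p = 0.3). The caller's settings were not identical across libraries. Hypoxia replicate 2 was the only hypoxia library with the limit of 1 tag per bp that applied to all 3 normoxia libraries, and it had the most peaks, but it also had a lower tag threshold (9 against 10). Hypoxia replicates 1 and 3 shared the threshold of 10 with the normoxia libraries but had a limit of 2 tags per bp. No hypoxia library matched the normoxia libraries in both settings, so these settings and the group cannot be told apart for the number of peaks.

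The share of tags in peaks was 5.76% ± 0.432 in normoxia and 7.17% ± 0.962 in hypoxia (SD, n = 3 each), a difference of 1.41 percentage points without overlap (exact p = 0.1). This share sums over peaks called separately in each library. Each peak covers 60 bp, so the covered length scaled with the number of peaks, and the median normalized tag count per peak was 4.21 ± 0.0862 in normoxia and 4.24 ± 0.138 in hypoxia (SD, n = 3 each; exact p = 0.7). The difference in the share ranged from 0.905 without hypoxia replicate 2 to 1.86 without hypoxia replicate 1.

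Peaks within 1 kb of an annotated start site made up 50.2% ± 1.12 of the peaks on primary chromosomes in normoxia and 45.8% ± 2.15 in hypoxia (SD, n = 3 each), a difference of -4.40 percentage points without overlap (exact p = 0.1). Peaks on other contigs, 2.75% ± 0.0508 of all peaks in normoxia and 2.89% ± 0.0164 in hypoxia (SD, n = 3 each), were left out of this share. Peaks outside promoters were 1.35 times as many in hypoxia and promoter peaks 1.12 times as many. The direction depended on the number of peaks considered. With the 110508 peaks of highest normalized tag count taken from each library, the promoter share on primary chromosomes was 51.6% ± 0.366 in normoxia and 53.5% ± 0.272 in hypoxia (SD, n = 3 each), a difference of 1.96 percentage points in the opposite direction (exact p = 0.1).

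**Figure D1:**
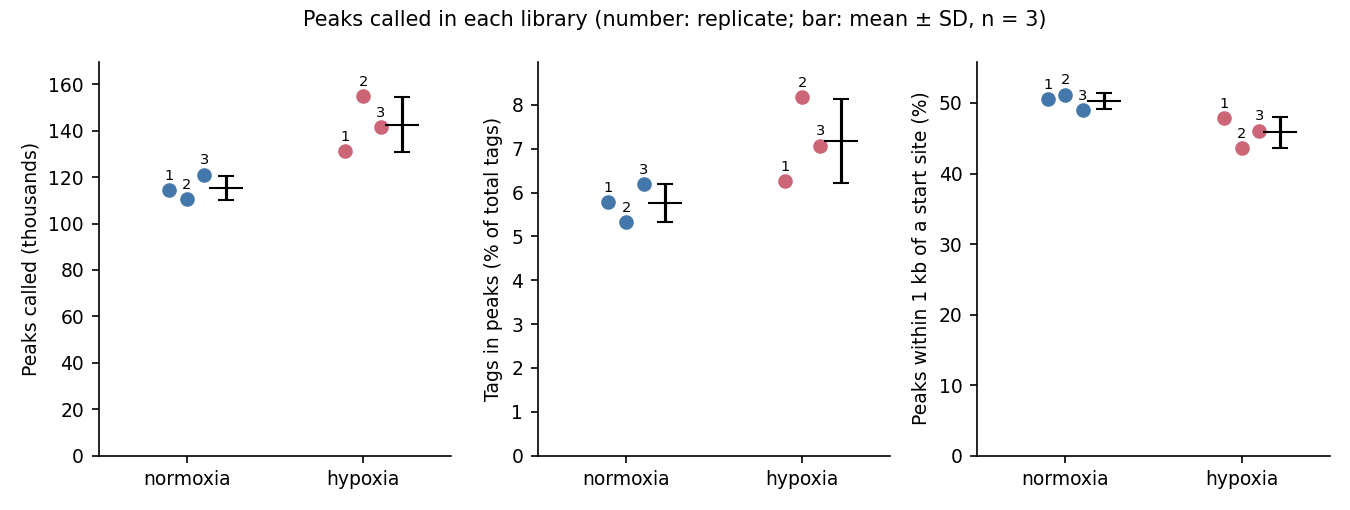
Peaks called, tags in peaks (% of total tags) and peaks within 1 kb of a start site (% of peaks on primary chromosomes) in each of the 3 normoxia and 3 hypoxia libraries, with points numbered by replicate and bars for the mean ± SD. The groups do not overlap in any of the 3 measures, and hypoxia replicate 2 has the most peaks (154987).

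Merging the 773690 peaks of the 6 libraries gave 227929 regions, of which 46311 were called in all 6 libraries. To find regions open in one condition alone, regions called in all 3 libraries of a group and in none of the other were counted. There were 2628 hypoxia-specific and 527 normoxia-specific regions. The same count was made for each of the 18 sets of 3 libraries that mix the groups, and it ranged from 546 to 1923 regions (median 870.5), so the hypoxia libraries exceeded and the normoxia libraries fell below all mixed sets. The hypoxia count stayed above the mixed sets in each of the other ways of joining and filtering peaks that kept this definition. The normoxia count did not stay below them with peaks within 100 bp joined (169 against a lowest mixed set of 132), with at least 8-fold enrichment (274 against 254) or with equal numbers of peaks. Equal numbers of peaks per library brought the counts closest together, with 1127 hypoxia-specific and 854 normoxia-specific regions against 699 to 1012 in the mixed sets. A looser definition, called in at least 2 of 3 libraries and in none of the other group, moved them most and gave 14186 and 4276 regions.

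**Figure D2:**
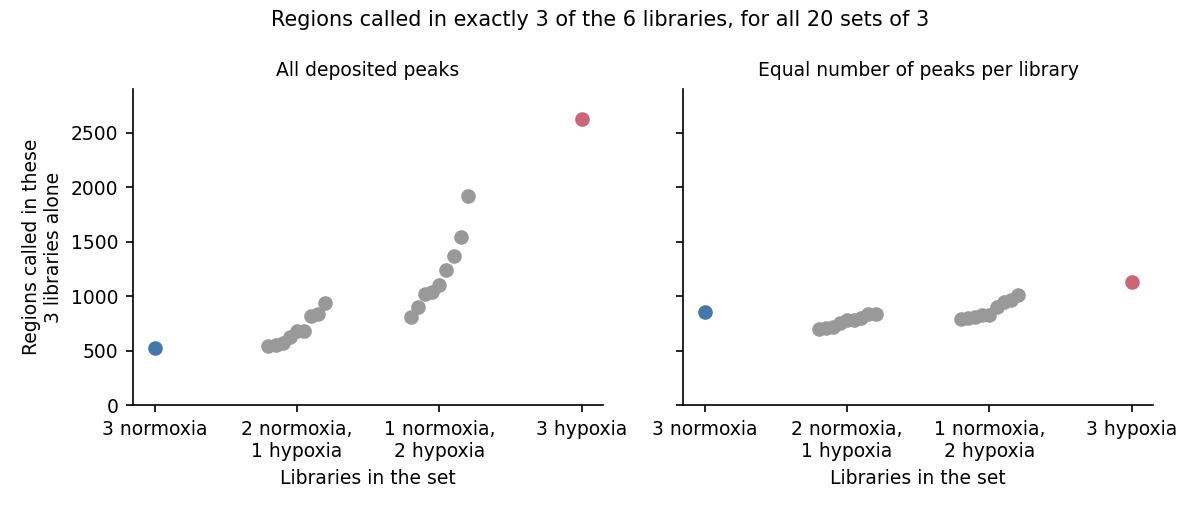
Number of regions called in exactly 3 of the 6 libraries for all 20 sets of 3, grouped by how many normoxia and hypoxia libraries the set holds, with all deposited peaks on the left and an equal number of peaks per library on the right. Each point is one set of 3, and the 3 hypoxia libraries have 2628 regions on the left and 1127 on the right.

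Specific regions often lay beside a peak of the other group. A normoxia peak was found within 200 bp of 1572 of the 2628 hypoxia-specific regions (59.8%), and a hypoxia peak within 200 bp of 446 of the 527 normoxia-specific regions (84.6%). The tallest hypoxia-specific region was on chromosome 19 at 45178591 to 45178677, in an intron of MARK4 and 150 bp from a start site of BLOC1S3, with a normalized tag count of 15 ± 2.01 (SD, n = 3). Normoxia peaks of 16.4, 13.7 and 14.1 lay 14 bp or more away. The next was on chromosome 4 at 3955947 to 3956009, intergenic and 546 bp from FAM86EP, with 14.8 ± 0.306 (SD, n = 3) and normoxia peaks of 14.5, 12.1 and 10.2 from a distance of 2 bp. The following one, on chromosome 5 at 109410256 to 109410384, was intergenic, 346 bp from PJA2, with 14.0 ± 1.42 (SD, n = 3) and normoxia peaks of 16.9, 15.2 and 15.2 from a distance of 41 bp.

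Of the 3 tallest normoxia-specific regions, the one on chromosome 22 at 30250903 to 30250993 was intergenic, 4189 bp from a start site of LIF, and had a normalized tag count of 15.4 ± 0.896 (SD, n = 3). Its nearest hypoxia peak was 4993 bp away, and its fold over the local background was 4.17, 4.15 and 4.17 in the normoxia libraries, close to the caller's minimum of 4. The other regions had hypoxia peaks nearby. The region on chromosome 14 at 81534027 to 81534089, 205 bp from SEL1L and intergenic, had 14.6 ± 1.23 (SD, n = 3), with hypoxia peaks of 16.1, 18.2 and 18 from a distance of 20 bp. The region on chromosome 1 at 143972522 to 143972606, intergenic and 105 bp from the lncRNA gene ENSG00000289318, had 13.4 ± 0.265 (SD, n = 3), with hypoxia peaks of 14.6, 18.2 and 16.3 from a distance of 32 bp.

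Whether the groups separate as a whole was examined over the 46311 shared regions. The mean Pearson correlation of log2 values, computed across regions, which are not independent replicates, was 0.899 within groups and 0.894 between groups. The difference of 0.0051 was the largest of the 10 splits of the 6 libraries (exact permutation p = 0.1). Over the 6150 shared regions with a mean normalized tag count of at least 10, the correlations were 0.729 and 0.718 (exact p = 0.1). The first principal component carried 23.9% of the variance, with all 3 hypoxia libraries on one side and all 3 normoxia libraries on the other.

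Shared regions were then tested one by one with limma. None of the 46311 was higher in hypoxia at an adjusted p under 0.05 and 1 was lower, while 862 were higher and 3143 lower at an unadjusted p under 0.05. Median centring left a median log2 change of -0.04. With the deposited normalization and no centring the median change was 0.12, and 9 regions were called higher and 1 lower (4387 higher and 106 lower at an unadjusted p under 0.05), so the balance of directions follows the scaling. Quantile normalization gave 0 higher and 1 lower (1498 and 1492 at an unadjusted p under 0.05). The setting that moved the counts most included regions called in at least 3 libraries, with a library's lowest value where it had no peak, and called 101 higher and 103 lower. The edgeR quasi-likelihood test on whole tags called 0 in each direction (140 and 94 at an unadjusted p under 0.05). A calibrated test puts a share of 0.05 of unchanged regions under that p, far more of the 46311 than edgeR did. The edgeR test was thus conservative on these values, and its lack of calls is weak evidence against a change.

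No shared region met the rule for naming, and the single region called by limma was singled out after its values were seen. It lies on chromosome 17 at 50783227 to 50783328, in an intron of the lncRNA gene ENSG00000285829. Its normalized tag count was 8.93 ± 1.56 in normoxia and 4.80 ± 1.33 in hypoxia (SD, n = 3 each), with all 3 hypoxia libraries below all 3 normoxia libraries. The log2 change was -0.95 with a standard error of 0.13 (limma adjusted p = 2.3e-04). Across the alternatives its adjusted p ranged from 1.4e-04 to 0.256. It was no longer past the threshold with edgeR on whole tags (adjusted p = 0.229) or without normoxia replicate 3 (limma adjusted p = 0.056). The same held with the peaks of a region summed (limma adjusted p = 0.256) and with absent peaks filled with the lowest value (limma adjusted p = 0.105).

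The genes named beforehand were examined because their expression rises in hypoxia according to the study. For ADM, NDRG1, ENO1 and HK2, the study also described gains in accessibility in these same libraries, so values adjusted over the list alone are not independent evidence for them. For each gene, the rule took 1 promoter region, the one with the highest mean normalized tag count within 1 kb of a start site. For 7 genes it was called in all 6 libraries, with log2 changes of these 7 regions from -0.12 for ENO1 to 0.05 for NDRG1. On the deposited scale, without centring, all 3 hypoxia libraries lay above all 3 normoxia libraries in the promoter regions of MIF (8.50 ± 0.562 in normoxia and 9.68 ± 0.362 in hypoxia, SD, n = 3 each; exact p = 0.1) and VEGFA (9.64 ± 0.280 and 11 ± 1.25, SD, n = 3 each; exact p = 0.1), and the groups overlapped in the promoter regions of the other genes. The other regions near a start site, which include larger changes at ENO1 and HK2, were tested with those within 10 kb. None passed the threshold, with a limma p of 0.948 for each when adjusted over the list alone, and 0 of the 7 had an unadjusted p under 0.05. Over all regions, 0 of the 7 passed as well. The deposited normalization moved these promoter values most, and turned the directions of ENO1, LDHA and SLC2A1 to a gain (log2 changes of 0.04, 0.13 and 0.09).

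Within 10 kb of the start sites of the 8 genes lay 20 regions called in all 6 libraries. Adjusted over the list alone, limma called 1 higher and 2 lower in hypoxia, and adjusted over all 46311 regions it called 0. The higher region overlapped the UTR of ENO1 on chromosome 1 at 8879115 to 8879222, 22 bp from a start site. Its normalized tag count was 7.70 ± 0.588 in normoxia and 12.2 ± 1.39 in hypoxia (SD, n = 3 each), without overlap (two-sided exact p = 0.1). The log2 change was 0.43 with a standard error of 0.092, and the limma p was 4.8e-04 adjusted over the list alone and 0.186 over all regions. Across alternatives the former ranged from 5.9e-05 to 0.083, the highest with edgeR, and the latter from 0.0228 with the deposited normalization to 1 with edgeR. Its fold over the local background was between 7.27 and 8.0 in normoxia and between 11 and 12.5 in hypoxia. The promoter region of ENO1 chosen by the rule, at 8878733 to 8878882, did not show this gain (10.0 ± 1.27 in normoxia and 10.3 ± 0.912 in hypoxia, SD, n = 3 each; exact p = 0.8).

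The lower regions were both at HK2 on chromosome 2. The one at 74835154 to 74835257, in the UTR and 35 bp from a start site, had 6.75 ± 0.491 in normoxia and 5.28 ± 0.773 in hypoxia (SD, n = 3 each), with a log2 change of -0.47 and a limma p of 0.010 adjusted over the list alone and 0.259 over all regions. The one at 74835363 to 74835490, in an intron, had 6.23 ± 0.680 and 5.01 ± 0.333 (SD, n = 3 each), with a log2 change of -0.43 and a limma p of 0.024 adjusted over the list alone and 0.330 over all regions. In both regions all 3 hypoxia libraries lay below all 3 normoxia libraries. Neither passed under the deposited normalization (0.312 and 0.427 adjusted over the list alone), with edgeR (0.632 for each) or without normoxia replicate 1 (0.087 and 0.158). Over the alternatives the list-adjusted limma and edgeR values ran from 0.0060 to 0.632 for the first and from 0.0234 to 0.632 for the intron region, which also missed the threshold without hypoxia replicate 2 (0.080). The promoter region of HK2, at 74833943 to 74834056, was not different (10.2 ± 1.97 in normoxia and 11.6 ± 0.987 in hypoxia, SD, n = 3 each; exact p = 0.4).

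At NDRG1 on chromosome 8, the intronic region at 133297538 to 133297741 had 8.77 ± 1.12 in normoxia and 11 ± 0.252 in hypoxia (SD, n = 3 each), without overlap (exact p = 0.1), with a centred log2 change of 0.14 and a limma p of 0.447 adjusted over the list alone and 0.709 over all regions. Its promoter region in the UTR, at 133297286 to 133297435, had 11.8 ± 1.86 and 13.8 ± 1.96 (SD, n = 3 each; exact p = 0.3). Regions specific to one group lay at ENO1 and ADM. At ENO1, a normoxia-specific region lay at 8878018 to 8878087, in an intron and 19 bp from a start site. It had 4.84, 5.93 and 5.50 in the normoxia libraries. Of the hypoxia libraries, only replicate 3 had a peak within 200 bp, with 4.93 at a distance of 12 bp. ADM had no region called in all 6 libraries. A hypoxia-specific region lay on chromosome 11 at 10304836 to 10304958, upstream of the gene start at 10305073, with normalized tag counts of 5.61, 7.16 and 6.41 in the hypoxia libraries. Its nearest annotated start site, 20 bp away, was one of SBF2, a gene that the region overlapped, so it cannot be assigned to ADM alone. All 3 normoxia libraries had a peak within 200 bp of the region, from a distance of 50 bp, with 5.11, 4.90 and 5.76. Hypoxia replicates 1 and 2 also had a peak at this neighbouring site, with 5.61 and 7.98. With peaks within 100 bp joined, the region held peaks of all 6 libraries with 5.35 ± 0.431 in normoxia and 6.67 ± 1.21 in hypoxia (SD, n = 3 each), a ratio of 1.25 within the spread between replicates (exact p = 0.2). The joined value is the highest peak of a library. It came from the neighbouring site in normoxia and in hypoxia replicate 2 (7.98), so it does not compare the specific region alone.

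**Figure D3:**
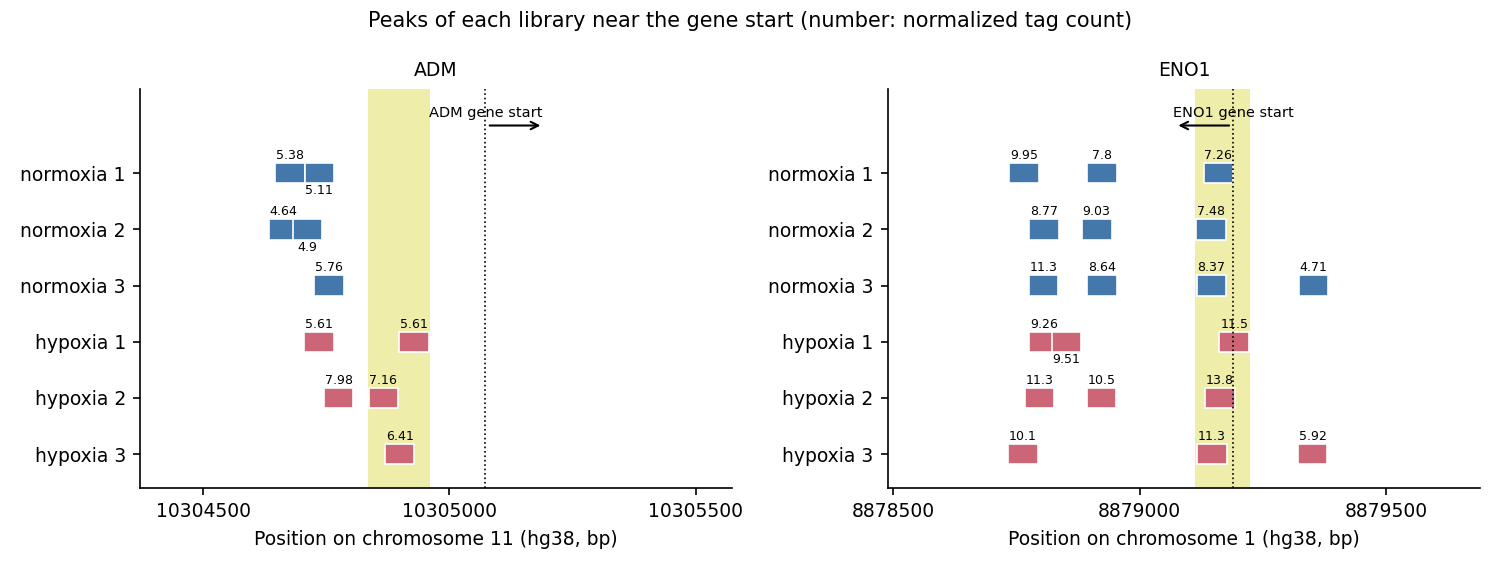
Peaks of each library near the gene starts of ADM and ENO1 (position in hg38, bp), with the normalized tag count above or below each peak, the hypoxia-specific region of ADM and the region of ENO1 with a higher tag count shaded, and the gene start as a dotted line. Normoxia peaks of ADM lie beside the shaded region, as do further peaks of hypoxia replicates 1 and 2. The shaded region of ENO1 holds 7.26 to 8.37 in normoxia and 11.3 to 13.8 in hypoxia.

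The study reported motifs of AP-1, HIF1A and KLF in hypoxia-specific regions near upregulated genes, and these motifs were counted here in all hypoxia-specific regions. Among the 66207 regions called in all 3 hypoxia libraries, the 2628 specific ones were compared with the others, within strata of GC content and tag count. The AP-1 motif was less frequent in specific regions, with an odds ratio of 0.725 (95% interval 0.612 to 0.859; Cochran-Mantel-Haenszel chi-square test across regions, p = 2.4e-04, adjusted over 9 motifs 0.0021). Without strata the odds ratio was 0.984, the alternative that moved it most, and across alternatives the adjusted p ran from 2.2e-12 to 0.875. The odds ratio of the HIF core was 1.03 (0.936 to 1.13; adjusted p = 0.784, range 3.7e-14 to 0.992) and that of KLF was 0.897 (0.788 to 1.02; adjusted p = 0.241, range 2.2e-29 to 0.988). Without strata these became 0.713 and 0.511. The HIF direction changed without strata, with GC strata alone (0.892), with a 100 bp window (0.998), at equal peak number (0.986) and without normoxia replicate 1 (0.993). The KLF direction changed at equal peak number (1.04) and in each fit that left out a hypoxia replicate, up to 1.02.

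Among the forms of the HIF core, TACGTG had an odds ratio of 1.34 (1.04 to 1.74, p = 0.031) and GACGTG of 1.44 (1.18 to 1.75, p = 3.0e-04) in hypoxia-specific regions by the same chi-square test without adjustment, while CACGTG had 1.01 and AACGTG 0.838. GACGTG, CACGTG and AACGTG were looked at after the other results. TACGTG had 1.26 (0.987 to 1.61) without strata and 1.20 (0.942 to 1.54) with GC strata alone. It had 1.22 (0.834 to 1.80) with a 100 bp window and 1.25 (0.857 to 1.83) at equal peak number. With one replicate left out it ranged from 1.21 to 1.40. GACGTG fell to 1.03 (0.862 to 1.24) without strata and ranged from 1.23 to 1.53 in the other alternatives. Normoxia-specific regions in the main setting had odds ratios of 0.960 for AP-1, 1.01 for the HIF core, 1.07 for KLF, 0.454 for TACGTG and 1.53 for GACGTG. The 18 mixed sets of 3 libraries gave 0.399 to 0.982 for AP-1, 0.907 to 1.33 for the HIF core, 0.848 to 1.24 for KLF, 0.855 to 1.67 for TACGTG and 0.861 to 1.37 for GACGTG. The hypoxia libraries lay within these ranges except for GACGTG. CTCF was also less frequent in specific regions of both groups, with an odds ratio of 0.712 (adjusted p = 0.011) in hypoxia and 0.319 (adjusted p = 0.0069) in normoxia.

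**Figure D4:**
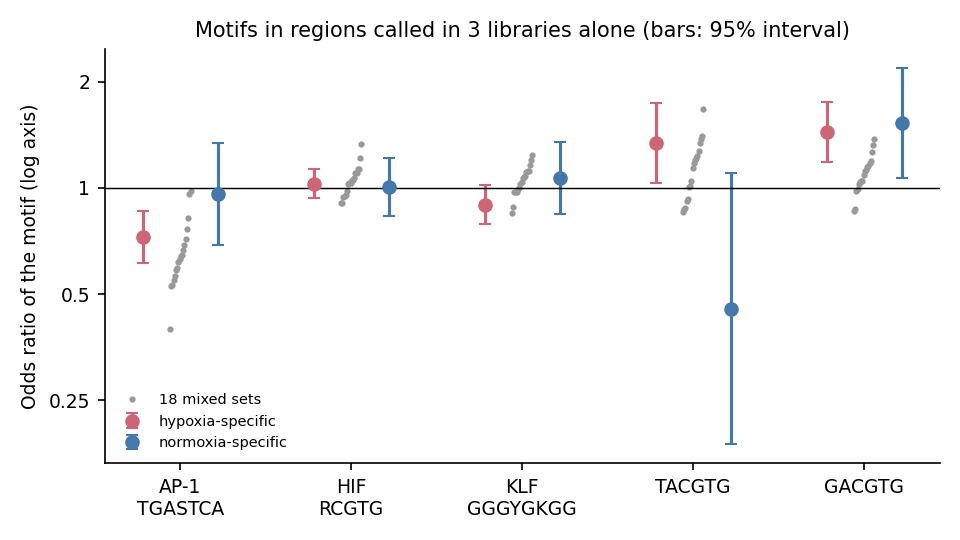
Odds ratio of each motif (log axis) in hypoxia-specific and in normoxia-specific regions, with 95% intervals as bars, and in the 18 mixed sets of 3 libraries as grey points. The odds ratio of AP-1 is 0.725 in hypoxia-specific regions and lies among the mixed sets.

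In the shared regions, camera found none of the 9 motif sets past an adjusted p of 0.05, and 1 of them had an unadjusted p under 0.05. Regions with the AP-1 motif had a mean log2 change of -0.06 against -0.04 for the rest (camera in limma, adjusted p = 0.844 over 9 motifs), with all 3 hypoxia libraries below all 3 normoxia libraries. Its adjusted p ranged from 0.198 to 0.975 across alternatives. Regions with the HIF core and regions with KLF each had -0.04 against -0.04 for the rest (adjusted p = 0.925 for each). The set with an unadjusted p under 0.05 was that of CTCF, with -0.01 against -0.04 (adjusted p = 0.443, range 0.089 to 0.975 across alternatives). That unadjusted value of 0.049 became 0.069 with an estimated correlation and 0.332 with fry. Since camera called no set, there was no call to hold under fry, which tests each set on its own and gave 0.0167 for AP-1, 0.0069 for HIF and 0.0042 for KLF. The comparison motifs had similar fry values, with 0.0207 for rearranged AP-1, 0.0065 for rearranged HIF and 0.0145 for rearranged KLF. NRF1 had 0.0269 and TEAD 0.0168, so these values are not particular to the AP-1, HIF and KLF motifs. With quantile normalization, fry gave 0.387 for HIF and 0.666 for KLF but 0.0241 for AP-1, whose mean was -0.033 against 0.001 for the rest (camera in limma, adjusted p = 0.290 over 9 motifs, unadjusted 0.032). With GC correction, fry gave 0.0275 for AP-1, 0.012 for HIF and 0.0016 for KLF, against 0.150, 0.0090 and 0.0749 for their rearranged forms.

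The 88 shared regions within 10 kb of the 31 hypoxia-inducible genes had a mean log2 change of -0.03 against -0.04 for the rest, a difference of 0.0054 (camera p = 0.943 and fry p = 0.0756), and in an exact enumeration 7 of the 10 splits of the 6 libraries had a difference as large. Quantile normalization moved the difference most, to 0.016, and leaving out normoxia replicate 2 turned it to -0.0044. Changes of single regions in either direction around these genes are not excluded by a set mean near that of the other regions.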

Values the study reported

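The study cultured RPMI 2650 cells at 21% O2 (normoxia) or 1% O2 (hypoxia) for 24 h before sequencing. In the RNA-seq of these cells, it reported 145 genes with higher and 14 genes with lower expression under hypoxia.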

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

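The edgeR fits, the restriction to primary chromosomes, the GC correction of single regions, quantile normalization of the gene and motif sets, counting each peak position once and the alternative joinings of peaks at ADM were chosen only after the result was seen, and the other settings were planned. A comparison stayed when it kept its direction and its side of the threshold, or when a count lay within a fixed ratio of the main count. Of 112 comparisons with a planned setting, 78 stayed, 15 moved, 13 reversed, 3 became weaker and 3 stronger. Of 55 comparisons with an added setting, 45 stayed, 5 moved, 3 reversed and 2 became weaker. Of 168 fits that each left out one replicate, 130 stayed, 18 moved, 18 reversed, 1 became weaker and 1 stronger. The difference in peaks per library kept its sign under each setting tried, and leaving out one replicate gave 21082 to 32962 peaks. The difference in the share of tags in peaks was refitted only with one replicate left out. It kept its sign there, at 0.905 to 1.86 percentage points. The exact test can show no loss of significance here, since its p cannot go below 0.1.

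The promoter share reversed with an equal number of peaks per library, to a difference of 1.96 percentage points, because the additional peaks of the hypoxia libraries are left out by construction. Leaving out one replicate kept it between -5.41 and -3.27.

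The numbers of hypoxia-specific and normoxia-specific regions moved under most settings. They were 1127 and 854 with an equal number of peaks per library, 1499 and 274 with at least 8-fold enrichment over the local background, and 14186 and 4276 when 2 of 3 libraries sufficed. Normoxia-specific regions numbered 169 with peaks within 100 bp joined and 1148 with an overlap of at least 30 bp. Leaving out one replicate, which loosens the definition by construction, gave 4219 (without normoxia replicate 2) to 7735 (without hypoxia replicate 1) hypoxia-specific regions and 1016 (without hypoxia replicate 1) to 1923 (without normoxia replicate 2) normoxia-specific regions. The normoxia-specific count lay below all mixed sets of 3 libraries with all peaks, but not with joined peaks, with 8-fold enrichment or with an equal number of peaks. Hypoxia-specific regions outnumbered normoxia-specific ones in each of these settings.

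For shared regions, the deposited normalization called 9 higher regions, a mean normalized tag count of at least 10 gave 1 higher and 0 lower (226 lower at an unadjusted p under 0.05), and filling absent peaks with the lowest value gave 101 higher and 103 lower. Summing the peaks of a region gave 0 lower (1392 at an unadjusted p under 0.05), and so did edgeR on whole tags (94 at an unadjusted p under 0.05). For the filter on tag count fewer regions were tested, and in the filled data the values are set by the filling; for the other settings the cause was not tested. Leaving out one replicate gave from 0 to 2 higher regions (2 without normoxia replicate 1) and from 0 to 2 lower regions (0 without normoxia replicate 3, 2 without hypoxia replicate 1 or 3). The called region on chromosome 17 kept its direction in 18 of 18 other fits, with log2 changes from -1.04 to -0.83 when one replicate was left out, and fell short of the threshold in 5 of them. The ENO1 region at the start site kept its direction in 18 of 18, from 0.40 to 0.48 with one replicate left out, and passed the threshold over all regions in 1, the deposited normalization.

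Within 10 kb of the 8 genes, the count of higher regions adjusted over the list alone was 0 with edgeR and stayed at 1 in the fits that left out one replicate. The count of lower regions was 0 with the deposited normalization, 0 with edgeR, and from 0 (without normoxia replicate 1) to 3 (without normoxia replicate 3) when one replicate was left out. The deposited normalization moves every region upward by the same amount, from a median log2 change of -0.04 to 0.12, and the cause was not tested for edgeR. Over all regions the edgeR test was conservative, so its lack of calls here is weak evidence against a change. Of the 7 promoter regions taken by the rule, 1 per gene, none passed the threshold over that list in any setting or leave-one-out fit (0 in each, with 0 at an unadjusted p under 0.05 in the main setting). The called regions of ENO1 and HK2 also lie within 1 kb of a start site but were not the ones taken by the rule.

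Small promoter changes reversed easily. At a pseudocount of 0.1, MIF had -0.00057 and VEGFA -0.0045. With the deposited normalization ENO1 had 0.042, LDHA 0.13 and SLC2A1 0.095, and with quantile normalization LDHA had 0.024 and SLC2A1 0.018, which follows from the scaling. With one replicate left out, the log2 change ranged from -0.079 to 0.059 for MIF, from -0.011 to 0.031 for VEGFA, from -0.17 to -0.074 for ENO1, from -0.096 to 0.091 for HK2, from -0.0086 to 0.12 for NDRG1, from -0.14 to 0.062 for LDHA and from -0.11 to 0.0016 for SLC2A1.

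The odds ratio of AP-1 was 0.984 without strata, and 0.619 to 0.702 with one replicate left out. That of the HIF core reversed to 0.713 without strata and 0.892 with GC strata alone, both past the threshold. It also reversed to 0.998 with a 100 bp window and 0.986 at equal peak number, neither past the threshold. With one replicate left out it ranged from 0.993 (without normoxia replicate 1) to 1.03. That of KLF was 0.511 without strata and 0.720 with GC strata alone, both past the threshold, and 1.04 at equal peak number, and ranged from 0.868 (without normoxia replicate 1, past the threshold) to 1.02. Specific regions had lower tag counts (median 3.14 against 5.48) and a lower GC content (53.0% against 58.1%) than the regions they were compared with, which the strata take out. The cause of the other changes was not tested.

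For sets of shared regions, camera at the preset correlation passed 0 of the 9 motif sets in any setting or leave-one-out fit. In the main setting, 1 had an unadjusted p under 0.05. Under GC correction, camera with an estimated correlation gave lower p-values, 6.6e-04 for KLF, 0.013 for HIF and 0.012 for the rearranged HIF motif. Without hypoxia replicate 1, camera with an estimated correlation gave 0.0048 for CTCF. These values were not adjusted over the 9 motifs. The difference of the HIF set reversed to -0.0035 with a GC correction, and that of the KLF set to 0.0052 with quantile normalization. The cause was not tested. With one replicate left out, the differences ranged from -0.041 to -0.022 for AP-1, from -0.00010 to 0.0077 for HIF, from -0.0080 to 0.0048 for KLF, from 0.016 to 0.039 for CTCF and from -0.0044 (without normoxia replicate 2) to 0.015 for the regions near hypoxia-inducible genes.

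The replicate number was also fitted as a block. Deviations of same-numbered libraries from their group means correlated at 0.0028, -0.016 and 0.0081, so the numbers do not pair the libraries. The block gave 0 higher regions (849 at an unadjusted p under 0.05) and 1 lower region with limma, 0 higher and 0 lower with edgeR (138 and 93 at an unadjusted p under 0.05), and -0.0035 for the HIF set with the GC correction. The block changed no call of limma, edgeR or camera at the preset correlation. It did move fry values across 0.05. The fry p of AP-1 rose from 0.0167 to 0.0687, and with GC correction from 0.0275 to 0.104. That of HIF with GC correction rose from 0.012 to 0.117. For the regions within 10 kb of hypoxia-inducible genes, the fry p fell from 0.0756 to 0.0403.

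Depth limits what single regions can show. Peaks rested on 6 to 85 tags, and the simulated log2 change of 1 was recovered in 120 of 200 regions under Poisson noise and in 66 of 200 under negative binomial noise, so part of the changes of that size can be missed. A strong change can also leave a region uncalled in some libraries and so untested, which the simulation did not include. Which of the noise models is closer to these libraries was not settled, since the variance between replicates lay below Poisson (0.219 to 0.474 of it) in values that are limited per position and selected by the caller.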

Other observations

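The tests below were chosen only after the result was seen, except the settings with an equal number of peaks, the TACGTG motif, the count of unadjusted calls over splits with quantile normalization, the variance at tall peaks, the AP-1, HIF and KLF motifs against genomic windows, and the hypoxia-specific regions near hypoxia-inducible genes. With 3 libraries against 3 there are 10 splits, so no share of splits can fall under 0.1.

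Hypoxia-specific regions were in excess. Only 1 of the 10 splits of the 6 libraries, the real one, had a set of 3 with as many regions. Because more peaks were called in the hypoxia libraries, the count was predicted from peak numbers with a trend over the 18 mixed sets. The trend gave 2045 regions, and the 2628 observed were 1.285 times as many (2.44 prediction errors), against at most 1.159 times in a mixed set. At equal peak number the 1127 regions also exceeded the highest mixed set of 1012. A difference in peak number as the whole cause is therefore unlikely, although the trend had to be extended beyond the mixed sets. Normoxia libraries deviated from the trend in the same direction, 1.341 times the predicted 393 regions. Accessibility that differs with oxygen and a difference between the preparations of the groups could both leave such an excess, and these were not separated by any test.

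Summit position may account for many specific regions. Of the tallest 10% of the hypoxia-specific regions, 253 of 263 (96.2%) had a normoxia peak within 200 bp, against 0.760% for random positions, and of the rest 55.8% did, against 1.94%. A peak of any of the 3 normoxia libraries sufficed for these shares. All 3 normoxia libraries had a peak within 200 bp in 81.0% of the tallest 10%, in 23.8% of the rest and in 29.5% of all hypoxia-specific regions. With peaks of 60 bp, a summit placed a short distance away in the other group is counted as another region. Where all 3 normoxia libraries have such a peak, a shift of the summit, technical or through a change of occupancy within the element, is a candidate explanation. That holds for most of the tall hypoxia-specific regions and for a minority of the low ones, and where only some normoxia libraries have one it remains open. Normoxia-specific regions did not show this split. All 3 hypoxia libraries had a peak within 200 bp in 58.5% of their tallest 10% and in 59.7% of the rest. Beside the hypoxia-specific region of ADM all 3 normoxia libraries have such a peak. Hypoxia replicates 1 and 2 have a peak there too (5.61 and 7.98), in addition to their peak in the specific region. A shift of the summit alone therefore does not describe the ADM region in these replicates.

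Specific regions with no peak of the other group within 200 bp differed between the groups. The 81 normoxia-specific ones had a median fold over the local background of 4.80, with 56.8% under 5-fold, whereas 700 matched regions had a median of 10.4 and 2.00% under 5-fold. A likely source is the caller's minimum of 4-fold over the surrounding 10 kb, which a peak can miss when its surroundings gain tags; the region near LIF, with folds of 4.15 to 4.17, is of this kind. The 1056 hypoxia-specific ones had a median fold of 11.5, against 11.2 in matched regions, and 6.16% were under 5-fold, against 1.43% of the matched regions. This filter may therefore account for a small part of them but is unlikely to explain them as a set. They were low, with a median normalized tag count of 2.83, and their origin stays open between weak peaks found in libraries with more tags in peaks and regions opened in hypoxia.

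The lower promoter share in hypoxia may come from weak peaks called in addition, since with equal peak numbers the difference was 1.96 percentage points in the other direction. That comparison leaves out the additional peaks by construction, so it places the lower share in the weak peaks and cannot separate weak sites that open away from promoters in hypoxia from weak peaks called for technical reasons.

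For shared regions, 3 of the 10 splits of the 6 libraries gave as many regions past an adjusted p of 0.05 as the real split. These 3, the real one included, gave 1, 2 and 4 regions. In the count at an unadjusted p under 0.05 with quantile normalization, 1 of the 10 splits, the real one, gave as many, with 2990 regions against 2105 to 2478. Small differences spread over many regions are consistent with this count, but no single region carries them, and a difference between preparations of the groups cannot be told apart from an effect of oxygen with these 6 libraries.

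The single called region on chromosome 17 had a standard error of 0.155 from its own variance, larger than the moderated 0.132. An unusually small variance by chance is therefore unlikely as the reason for its call. The call depended on the model all the same, since edgeR on whole tags gave an adjusted p of 0.229 (range 1.4e-04 to 0.256 over the alternatives). Because edgeR was conservative over all regions, its value is weak evidence against the change.

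Replicates varied less than Poisson counting at tall peaks. The variance between replicates was 0.417 of the Poisson value at 10 to 15 tags and 0.219 at 50 to 90 tags, and the SD of the log2 change fell from 0.167 to 0.073. The limit on tags per position might compress tall peaks in this way, and it would also shrink true differences there. Since peaks enter the lists only above a threshold and as the highest of a region, selection narrows the spread as well, and the limit and the selection cannot be told apart.

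The odds ratios of AP-1, HIF and KLF did not set the real groups apart. For AP-1, 10 of the 10 splits had a set of 3 with an odds ratio at least as far from 1, for HIF 10 of the 10 splits and for KLF 6 of the 10 splits. The mixed sets held only 546 to 1923 specific regions, against 2628 for hypoxia. Their odds ratios therefore scatter farther from 1 by sampling, and these counts of splits are a weak test. For the shared regions, 1 of the 10 splits had a difference as large as the real one for AP-1, 6 of the 10 splits for HIF, 10 of the 10 splits for KLF and 7 of the 10 splits for the regions near hypoxia-inducible genes. A lower AP-1 odds ratio thus appeared in each set of 3 libraries, mixed sets included, and is consistent with a property of regions that are called in only some libraries.

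Against windows of the genome, within strata of GC content, the background matters. The AP-1 motif was enriched in hypoxia-specific regions (odds ratio 2.46), in normoxia-specific regions (3.22) and in regions called in all 6 libraries (3.71), which suggests a property of called peaks of either group. The rearranged AP-1 motif had 1.03, 0.529 and 1.13. For HIF the odds ratios in the same order were 1.07 (95% interval 0.977 to 1.18), 1.27 (1.04 to 1.54) and 1.14 (1.11 to 1.17), and for KLF 0.836 (0.730 to 0.958), 1.14 (0.888 to 1.46) and 1.12 (1.07 to 1.17). The rearranged HIF motif had 1.32, 1.58 and 1.60, above the HIF motif itself, and the rearranged KLF motif 0.659, 0.804 and 0.698. The rearranged HIF and KLF motifs thus depart from 1 against this background by as much as the motifs, unlike the rearranged AP-1 motif, and a property of called peaks and a background that differs in base composition cannot be told apart for HIF and KLF. The regions near upregulated genes that the study examined were not analysed here.

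Hypoxia-specific regions within 50 kb of the 31 hypoxia-inducible genes numbered 7 of 243 regions called in all 3 hypoxia libraries, an odds ratio of 1.485 over strata of tag count (95% interval 0.679 to 3.25). Without strata the direction was the opposite, with 2.88% specific near the list against 3.97% elsewhere and an odds ratio of 0.717. Within 10 kb there were 4 of 120 and an odds ratio of 2.33 (0.822 to 6.60) over strata. The normoxia-specific regions within 50 kb had 4 of 205 and 2.87 (1.05 to 7.80; Cochran-Mantel-Haenszel chi-square p = 0.083) over strata. The counts are too few to tell whether hypoxia-inducible genes gain called regions.

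TACGTG, a form of the HIF core, had an odds ratio of 1.34 in hypoxia-specific regions and 0.454 in normoxia-specific ones. GACGTG, which holds the same core, had 1.44 in the hypoxia-specific regions, above the 0.861 to 1.37 of the mixed sets, but also 1.53 (1.07 to 2.19) in the normoxia-specific regions, while CACGTG had 1.01 and AACGTG 0.838 in the hypoxia-specific regions. Since the factor could bind either form, the enrichment of GACGTG does not argue against it. Mixed sets reached 1.67 for TACGTG, and only 70 hypoxia-specific and 5 normoxia-specific regions held it, so binding of the factor and other sources cannot be told apart.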
